# Comparative Transcriptome Profiling of mRNA and lncRNA of Ovaries in High and Low Egg Production Performance in Domestic Pigeons (*Columba livia*)

**DOI:** 10.3389/fgene.2021.571325

**Published:** 2021-03-23

**Authors:** Haiguang Mao, Xiuli Xu, Haiyue Cao, Xinyang Dong, Xiaoting Zou, Ningying Xu, Zhaozheng Yin

**Keywords:** lncRNAs, mRNA, egg production, ovary, pigeon

## Abstract

Egg production performance is one of the most important economic traits in pigeon industry. However, little is known regarding how egg production performance is regulated by long non-coding RNAs (lncRNAs) in pigeons. To evaluate the lncRNAs and mRNAs in ovaries associated with egg production performance in domestic pigeons, high-throughput RNA sequencing of ovaries between high and low egg production performance groups were performed and analyzed in this study. A total of 34,346 mRNAs and 24,601 lncRNAs were identified, including 14,525 known lncRNAs and 10,076 novel lncRNAs, of which 811 mRNAs and 148 lncRNAs (*P* < 0.05) were significantly differentially expressed (DE) between the groups of high and low egg production performance. GO and KEGG annotation analysis indicated that the target genes of DE lncRNAs and DE mRNAs were related to cell differentiation, ATP binding and methylation. Moreover, we found that FOXK2, a target gene of lncRNA MSTRG.7894.4, was involved in regulating estrogen receptors. Our study provided a catalog of lncRNAs and mRNAs associated with egg production performance, and they deserve further study to deepen the understanding of biological processes in the ovaries of pigeons.

## Introduction

Egg production performance has been one of the most important economic traits in poultry industry because of the desirable nutritional content of eggs in diets of humans (Du et al., 2020). The continually growing human population leads to an increasing demand for animal products. Therefore, animal production, including egg production, should be increased to meet the consumption needs of the growing human population (Huang et al., 2012). Egg production of poultry mainly depends on the reproductive performance, which is a relatively low heritability trait. Endocrine factors and environmental factors, including illumination time, and feeding allowance could affect egg production (Lewis and Gous, 2006). The egg production performance of egg-laying poultry has progressively been enhanced by traditional breeding and selection methods in the last few decades, but further improvement maximum performance is relatively slow (Zhu et al., 2017). As the female reproductive organ, the ovary has the function of producing and releasing eggs, and acts as an endocrine gland which produces and secretes important reproductive hormones (Zhu et al., 2017). Thus, poultry breeders have focused on the ovaries to study egg production. Moreover, the domestic pigeon is one of the most economically important poultry species in China, as they are a source of meat and eggs, and China is also the largest consumer market for pigeon eggs (Mao et al., 2018). Therefore, it is of great significance to study the regulatory mechanisms of reproduction in ovaries of the pigeon to improve their egg production performance.

Long non-coding RNAs (lncRNAs) are a type of RNA transcripts, which are longer than 200 bases without evident protein-coding capacity (Aliaksandr and Igor, 2015). Accumulating evidences indicate that lncRNAs play important roles in gene expression regulation by directly affecting the process of transcription or recruiting epigenetic complexes (Kung et al., 2013; Mallory and Shkumatava, 2015; Gao et al., 2019). Specifically, the genetic mechanisms of cellular differentiation, cell cycle regulation, epigenetics, and dosage compensation implicate the inhibition of proteins by binding of lncRNAs to miRNAs or to proteins or by titration of miRNAs (Harinarayanan et al., 2018). LncRNAs could also act as guides, signals, scaffolds, and decoys on the basis of their molecular mechanisms (Wang and Chang, 2011). Many researches on lung cancer, liver cancer and other diseases revealed that the expression levels of some specific lncRNAs are significantly correlated with these cancer progressions (He et al., 2019; Pan et al., 2020), rendering them available biomarkers in various types of cancer diagnosis (Maass et al., 2014; Su et al., 2018). LncRNAs have also been found to be key regulators in a wide range of biological processes, including reproduction, but most of the mechanisms of lncRNA related regulation in biological processes remain unclear (Taylor et al., 2015). In the terms of animal genetics, the effects of lncRNAs on economically important phenotypic traits had been studied in the last decade (Zhang et al., 2019; Yang et al., 2020), particularly for the possible application in poultry breeding (Fulton, 2012). However, lncRNAs, as the crucial regulation factors in many biological processes, have not been systematically researched in the ovaries of domestic pigeons related to egg production.

In the present study, we are the first to perform transcriptome analysis of ovaries in pigeons between high and low egg production performance by RNA sequencing. The purpose of this study was to reveal the potential role of the lncRNAs in oogenesis and further provide a new insight in molecular mechanisms involved in the egg production performance in poultries. Our data provide a basis to understand the functional role of lncRNAs in improving egg production performance in pigeons.

## Materials and Methods

### Animal and Ovary Collection

Three female pigeons with the highest and three with the lowest egg laying performance (Table 1), which had the same genetic background, were selected from a pigeonry of 2000 females in Huajia Special Culture Co. (Huzhou, China). All pigeons in this pigeonry were hatched in the same batch and raised one pair (male–female paired) per cage in a windowed house, and fed by a grain-mixed diet consisted of pulses and cereals with 16.89% protein and 11.47 MJ/kg energy content. Reproductive records from the first egg to the second year after birth were recorded in detail. The ovary sample of the selected pigeons was collected and immediately frozen in liquid nitrogen to isolate RNA. All animal procedures were approved by the animal welfare committee of the College of Animal Sciences, Zhejiang University (No. 14814).

**TABLE 1:** Egg production performance in second year after hatching of the six pigeons involved in RNA-seq.

	**High egg production group**			**Low egg production group**		
**Sample**	**HP1**	**HP2**	**HP3**	**LP1**	**LP2**	**LP3**
Egg production	34	40	42	8	12	10
Mean ± SD	38.67 ± 3.40**			10.00 ± 1.63		

### RNA Isolation, Library Preparation, and Sequencing

Total RNA was isolated and purified from each ovarian tissue sample by TRIzol reagent (Invitrogen, Carlsbad, CA, United States) according to the manufacturer’s procedure. The amount and purity of each RNA sample were quantified by NanoDrop ND-1000 (NanoDrop, Wilmington, DE, United States). The integrity of extracted RNA was measured by Agilent 2,100 with RIN number >7.0. About 5 μg of total RNA was used to deplete rRNA following the instruction of the Ribo-Zero^TM^ rRNA Removal Kit (Illumina, San Diego, United States). After depleting rRNAs, the rest RNAs were fragmented into small pieces by divalent cations at high temperatures. Then the cleaved RNA fragments were reversed into cDNA, which was used to synthesize U-labeled second-stranded DNAs with E. coli DNA polymerase I, RNase H and dUTP. The average insert size for the final cDNA library was 300 bp (±50 bp). At last, we performed the paired-end sequencing on an Illumina Hiseq 4000 (LC Bio, China) according to the vendor’s recommended protocol.

### Quality Control and Mapping

Cutadapt was used to remove the low-quality reads, including adaptor contamination, low quality bases, and undetermined bases. FastQC was then used to verify the sequence quality. Bowtie2 (Langmead and Salzberg, 2012) and Hisat2 (Kim et al., 2015) were used to map the reads to the genome of pigeon (*Columba livia*) in NCBI (genome accession number GCF_000337935.1). StringTie was then applied to assemble the mapped reads for each sample. All the transcripts from ovarian tissue samples of pigeons were combined to reconstruct a comprehensive transcriptome by a Perl script. After the final transcriptome was generated, StringTie (Pertea et al., 2015) and Ballgown (Frazee et al., 2015) were used to estimate the expression levels of all transcripts.

### Identification of lncRNAs

Firstly, transcripts shorter than 200 bp and transcripts that overlapped with known mRNAs were discarded. Then CPC (Kong et al., 2007) and CNCI (Sun et al., 2013) were utilized to predict transcripts with coding potential. All transcripts with CPC score =1 and CNCI scores <0 were removed. The remaining transcripts were considered lncRNAs.

### Different Expression Analysis of mRNAs and lncRNAs

StringTie was used to perform expression level for mRNAs and lncRNAs by calculating FPKM. The differentially expressed (DE) mRNAs and lncRNAs were selected with log2 (fold change) >1 or log2 (fold change) =1 and with statistical significance (*p*-value < 0.05) by R package-Ballgown (The significance threshold is coming from an FDR-based adjusted *p*-value).

### Target Gene Prediction and Functional Analysis of lncRNAs

To explore the function of lncRNAs, we predicted the cis-target genes of lncRNAs. lncRNAs might play a cis role acting on the neighboring target genes. In the present study, coding genes in 100 kb upstream and downstream were selected by python script (Wang et al., 2018). Then, we showed functional analysis of the target genes for lncRNAs by the BLAST2GO (Conesa et al., 2005). The Pearson Correlation was calculated through normalized expression values (FPKM), and the correlation *p*-value threshold for selecting lncRNA-mRNA co-expressed pairs was *p*-value < 0.05.

### GO and KEGG Enrichment Analysis

To better understand the biological functions of DE mRNA and lncRNAs of the high and low egg production groups, Gene Ontology (GO) terms and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis were performed to explore their biological processes. GO terms were analyzed by using the BLAST2GO. Significance was expressed as a *p*-value < 0.05.

### Validation of RNA-Seq Results by Quantitative Real-Time PCR

For quantitative real-time PCR (qRT-PCR) analysis we randomly selected six lncRNAs (MSTRG.13252.4, MSTRG.13344.3, MSTRG.13479.1, MSTRG.18396.3, MSTRG.20379.2, and MSTRG.9860.1) and 6 mRNAs (CYHR1, HOXC11, TBX18, GM2A, CAMKK2, and NXPH4) that represent differential expression levels of RNA-seq from the ovaries of six individuals. qRT-PCR was performed on an ABI Step One Plus system (Applied BiosystemCarlsbad, CA, United States) by SYBR Premix Ex Taq kit (TaKaRa, Dalian, China) with specific primers (Supplementary Table 1). Gene relative-expression levels were quantified based on β*-actin* gene expression by 2^–Δ^ ^Δ^ ^*Ct*^ method. Three independent biological replicates were used. All the measurements were performed in triplicate.

## Results

### Sequencing Date Summary

Herein, a total of 91.08 Gb raw dates were generated. In detail, 107892662, 94143316, and 99299092 raw reads were obtained for the group of high egg production performance (HP1, HP2, and HP3); 97258276, 101854132 and 106783540 raw reads were obtained for the group low egg production performance (LP1, LP2, and LP3). The raw reads were filtered to obtain clean reads, which were mapped to the Cliv_1.0 version of the pigeon genome sequence, with the mapping ratio ranging from 85.64 to 88.08%. 

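The 6 libraries were each made from the ovary of 1 female domestic pigeon (Columba livia), 3 from birds of high egg production (HP1, HP2 and HP3) and 3 from birds of low egg production (LP1, LP2 and LP3). In the second year after hatching the HP birds laid 34, 40 and 42 eggs and the LP birds 8, 12 and 10 (Table 1). Ribosomal RNA was depleted, and the second cDNA strand was labelled with dUTP, which keeps the strand of the RNA. The authors mapped the cleaned reads to Cliv_1.0 with Bowtie2 and Hisat2, assembled and merged transcripts with StringTie and a Perl script, and quantified them with StringTie and Ballgown. They deposited a whole-number count and an FPKM value for each of 34346 loci in each ovary, with coding and non-coding transcripts of a locus added together. The text does not state how the counts were made. The deposited counts summed to 108417842, 99571171 and 105647620 in HP1, HP2 and HP3, and to 97875183, 99278704 and 108669967 in LP1, LP2 and LP3. The paper's mapped reads (Supplementary Table 2) were fewer in every library, 78848557 to 88590255 in the HP group and 78864386 to 87123575 in the LP group, so that the counts exceeded them by 21.01 to 28.92%. The paper's mapping ratios were 86.84 to 88.08% in the HP group and 85.64 to 86.23% in the LP group, without overlap (exact permutation test, two-sided p = 0.1, the smallest p that 3 ovaries against 3 allow). Of the 34346 loci, 15417 (44.9%) overlap another locus on the genome, and the counts of overlapping or antisense loci are uncertain because reads could be counted on either or on both. From these counts, HP and LP ovaries were compared with edgeR's quasi-likelihood test after TMM normalization, over the 28274 loci with a mean FPKM of at least 0.1. The biological coefficient of variation between ovaries of a group was 0.423. The first principal component of the normalized counts held 25% of the variance and the second 22.2%.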

The detailed data are show in Supplementary Table 2. Raw date accession number in GEO is GSE162867, and in SRA is SRP297092.

### Identification of lncRNAs and mRNAs in Pigeon Ovaries

A total of 24,601 putative lncRNAs were identified from the six libraries, including 14,252 known lncRNA and 10,076 novel lncRNAs. In novel lncRNAs, regarding the genomic locations of the lncRNAs, 1,839 were intronic (18.25%), 1,950 were bidirectional (19.35%), 504 were sense (5.00%), 4,919 were intergenic (48.82%), and 864 were antisense lncRNAs (8.57%). Moreover, detailed information on the identified lncRNAs is listed in Supplementary Table 3.

In the present study, the average length of novel lncRNA transcripts is 1,120 bp, which is shorter than the 4,982 bp length of mRNA transcripts, indicating that lncRNAs in pigeons’ ovaries are shorter than mRNAs (Figure 1A). In addition, the number of exons in lncRNAs was 2.11 on average, which was less than that of mRNAs (9.64 on average). A total of 87.08% lncRNAs have three or fewer exons, while 63.17% of mRNAs have five or more exons (Figure 1B). Moreover, lncRNAs in this study tend to show shorter ORFs than mRNAs in ovaries of piegons (Figures 1C,D).

**FIGURE 1:**
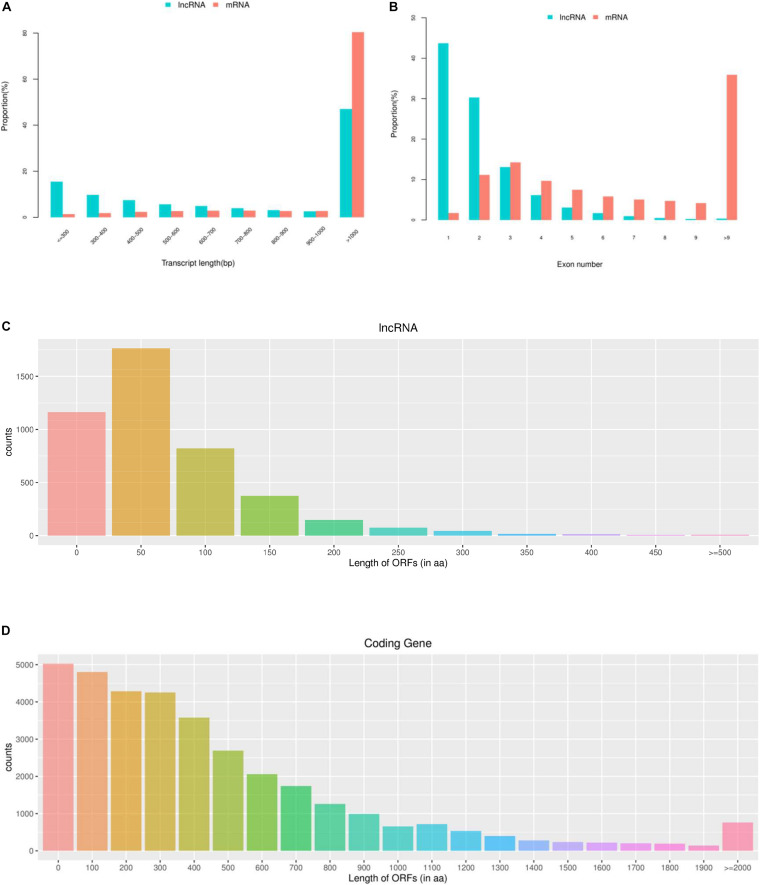
Genomic features of lncRNAs in the ovaries of pigeons. **(A)** The transcript length distribution of lncRNAs and mRNAs. **(B)** The exon number distribution of lncRNAs and mRNAs. **(C)** The ORFs length distribution of lncRNAs. **(D)** The ORFs length distribution of mRNAs.

### Differentially Expressed mRNAs and lncRNAs

To investigate the DE mRNAs and lncRNAs between high and low groups of egg production performance, we examined the DE lncRNAs and DE mRNAs with FPKM levels in ovaries of pigeons. As shown in Figure 2A, the expression levels of mRNAs are higher than those of lncRNAs, and the same trend appears in the number of lncRNAs and mRNAs, the amount of expressed mRNAs is higher than that of lncRNAs (Figure 2B).

**FIGURE 2:**
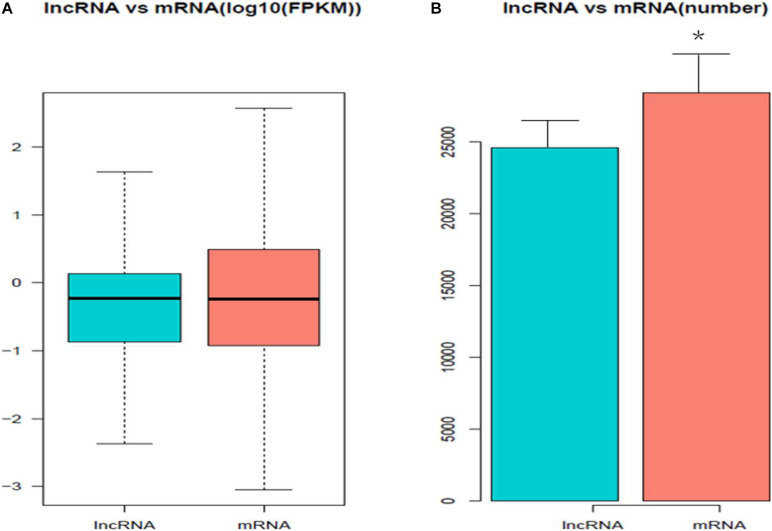
The expression levels and amounts of lncRNAs and mRNAs. **(A)** Boxplots of lncRNAs and mRNAs expression levels (with log10 FPKM method) in the groups of high and low egg production performance. **(B)** The amount of expressed lncRNAs and mRNAs in ovaries with the groups of high and low egg production performance.

A total of 811 DE mRNAs (Supplementary Table 9) and DE 148 lncRNAs (Supplementary Table 10) were found between the two groups (the *q*-value is an FDR-based adjusted *q*-value in Supplementary Tables 9, 10). 

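In the deposited counts, 880 of the 28274 tested loci had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test and an absolute log2 ratio of the group mean FPKM of at least 1. The methods name a p-value and this fold change as limits and say that the threshold comes from an FDR-adjusted p-value, while the unadjusted p-value was chosen here. The values of the 3 HP and the 3 LP ovaries did not overlap in 691 of these 880 loci. Among all 28274 tested loci, the groups did not overlap in 4114, where chance alone gives a share of 10%. After Benjamini-Hochberg adjustment of the same test, 3 loci had an adjusted p-value under 0.05, against 2330 loci with an unadjusted p-value under 0.05. The alternative that moved the count of 880 most was Ballgown's model on log2(FPKM + 1), which gave 252 loci. The count at adjusted p-values moved most with DESeq2, chosen after the data were seen, which gave 385 loci. All 811 genes of Supplementary Table 9 are listed among the loci, and 788 of them passed the filter on FPKM. All 788 had the direction the paper gives, but both directions rest on the same group mean FPKM, so that outcome was fixed in advance. For the same reason the limit on fold change excluded none of the genes with an unadjusted p-value under 0.05. Of the 788 genes, 572 met both limits. Without HP2, 361 of them did, and with the model of Ballgown, the tool the paper names, 140. In the paper's Supplementary Table 9, 114 of the 811 genes have a q-value under 0.05. The 148 lncRNA transcripts of Supplementary Table 10 lie in 134 loci, most of which also hold other transcripts, and 132 of these loci were tested. Of the 132 loci, 38 met both limits, 49 had an unadjusted p-value under 0.05 and 0 had an adjusted p-value under 0.05. For 146 lncRNAs with a tested locus, the locus changed in the direction of the lncRNA in 101. All 19 lncRNAs that are the only transcript of a tested locus had the direction of their locus, compared with 82 of 127 lncRNAs in loci of several transcripts. Where the lncRNA is the only transcript, it and its locus hold the same reads, so the direction could hardly differ.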

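Of the 880 loci that met the limits on p-value and fold change, 592 were higher in HP ovaries and 288 were lower, so that 67.3% were higher. This share was 57.2% without LP3, 59.8% without HP2 and 65.4 to 70.3% without any other ovary. Among the 592 higher loci, the highest value of the 6 ovaries was in HP2 for 351, in HP1 for 140 and in HP3 for 101. All 3 loci with an adjusted p-value under 0.05 were lower in HP ovaries, and each had 0 counts in every HP ovary. The first, an assembled locus without a gene name on the minus strand of scaffold NW_004974082.1 of Cliv_1.0 from 182105 to 193391, had 3764, 4492 and 4785 counts in LP1, LP2 and LP3. It was at least 1413-fold lower in HP ovaries than the LP mean, against a floor of 3 counts. Its adjusted p was 0.00775 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The second, named NKTR, lies on the minus strand of scaffold NW_004973637.1 from 439048 to 440557 and had 1453 to 1670 counts in LP ovaries. It was at least 497-fold lower in HP ovaries than the LP mean (adjusted p = 0.0101 from the same edgeR test). The third, an assembled locus without a gene name, lies on the minus strand of scaffold NW_004973689.1 from 22092709 to 22097842. It had 1356 to 1443 counts in LP ovaries and was at least 456-fold lower in HP ovaries than the LP mean (adjusted p = 0.0101 from the same edgeR test). For each of the 3 loci the exact permutation p was 0.1, the smallest that 3 ovaries against 3 allow. Without LP3, 0 of the 28309 loci then tested had an adjusted p-value under 0.05, against 2124 with an unadjusted one. Without LP1 and without LP2, the locus from 182105 stayed under 0.05 and the other 2 did not. Each of the 3 loci overlaps another locus, so their counts are uncertain. The plus-strand locus over nearly the same interval as the first, from 182105 to 193400, had 4245, 4229 and 3996 counts in HP1, HP2 and HP3 and 3760, 4492 and 4785 in LP1, LP2 and LP3. The NKTR locus lies within a minus-strand locus from 403946 to 460633 and a plus-strand locus from 432290 to 451774, and the third lies within LOC110365369 from 22071976 to 22098791, all of which had counts in every ovary.

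**Figure D1:**
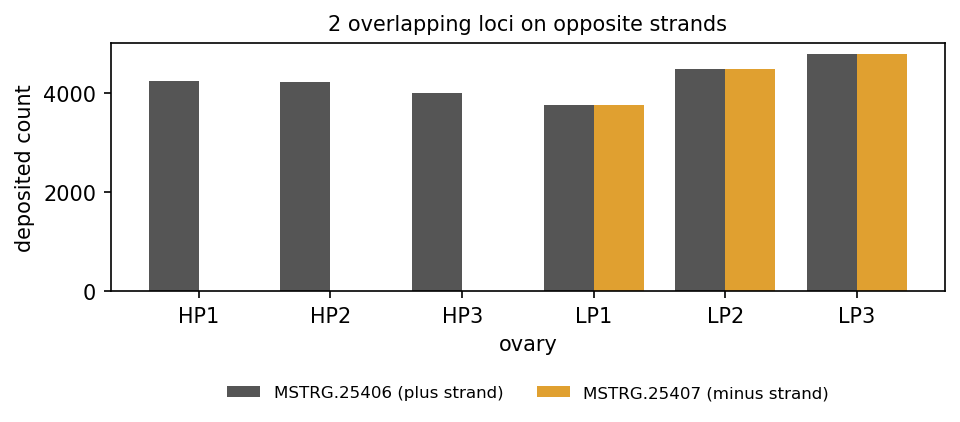
Deposited counts (vertical axis, counts per ovary) of the plus-strand locus from 182105 to 193400 and the minus-strand locus from 182105 to 193391 in each of the 6 ovaries (horizontal axis), with 1 bar per locus and ovary and no error bars because each bar is 1 library. The minus-strand locus is at 0 in HP1, HP2 and HP3, while in LP2 and LP3 both loci carry the same count, 4492 and 4785.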

Compared with the low egg production performance group, 90 lncRNAs and 537 mRNAs were significantly upregulated, while 58 lncRNAs and 274 mRNAs were downregulated in the high egg production group. The volcano plot in Figure 3 reveals the DE lncRNAs and mRNAs.

**FIGURE 3:**
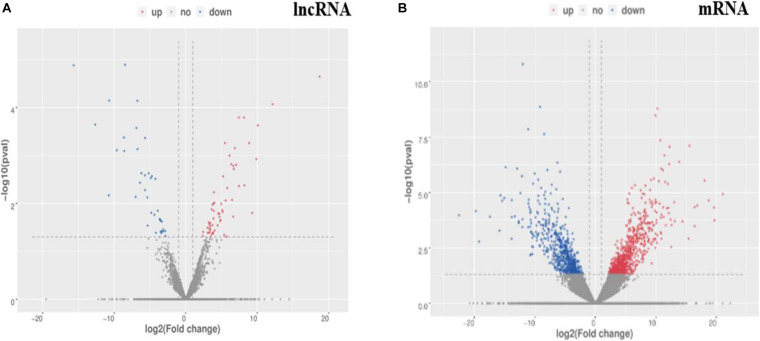
The differential expression of lncRNAs and mRNAs in ovaries between groups of high and low egg production performance. **(A)** Differential expression of lncRNAs. The blue points denote significantly up-regulated lncRNAs, while the red points denote significantly down-regulated lncRNAs in ovaries of high egg production performance. **(B)** Differential expression of mRNAs. The blue points denote significantly up-regulated mRNAs, while the red points denote significantly down-regulated mRNAs in ovaries of high egg production performance.

### Functional Enrichment of Differentially Expressed mRNAs

Gene Ontology was used to analyze the main functions of DE mRNAs. A total of 1,325 GO terms with functional annotation information are enriched for 811 DE mRNAs. 

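The loci carry GO annotation in the deposited table, which gives terms for 13324 of the tested loci and for 254 of the 880 loci that met the limits on p-value and fold change. With a one-sided Fisher's exact test per term against the 13324 annotated loci, 1158 terms held at least 1 of the 254 loci, and 288 of them had an unadjusted p-value under 0.05. Of these 288 terms, 186 rested on a single locus. After Benjamini-Hochberg adjustment over the 1158 terms, 5 had an adjusted p-value under 0.05. They were neuropeptide signaling pathway (8 of 53 annotated loci, adjusted Fisher's exact p = 0.00438), G-protein coupled receptor activity (12 of 131, adjusted Fisher's exact p = 0.00438), phospholipase activity (3 of 6, adjusted Fisher's exact p = 0.0380), detection of chemical stimulus involved in sensory perception of smell (3 of 6, with the same p), and integral component of plasma membrane. In 1000 random sets of 254 annotated loci, the number of terms with an unadjusted p-value under 0.05 ranged from 136 to 363 with a median of 223, and 41 sets gave 288 or more. The alternative that moved the count of 288 most was leaving out HP3, which gave 384 terms, and without HP2 it was 238. With the genes of Supplementary Table 9 in place of the 880 loci and all 14468 annotated loci of the table as background, 2 changes made together, the count was 338.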

There are 338 GO terms significantly enrich in the GO results that meet the criteria of *P* < 0.05 (Supplementary Table 4). 

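Integral component of plasma membrane held 25 of the 254 annotated loci that met the limits, where 11.4 would lie by chance among its 598 loci (Fisher's exact test, one-sided p = 0.000194, adjusted p = 0.0450). Without HP2 it held 11 loci (one-sided Fisher's exact p = 0.179) and without HP1 43 (one-sided Fisher's exact p = 5.25e-09), the ends of the range over all alternatives. Its adjusted p was above 0.05 in every alternative except without HP1 or HP3. Extracellular region held 13 of 284 loci against 5.41 by chance (one-sided Fisher's exact p = 0.00318, adjusted p = 0.122), and its p-value by the same test was under 0.05 in every alternative. Extracellular exosome held 37 of 1426 loci against 27.2 by chance (one-sided Fisher's exact p = 0.0321, adjusted p = 0.158). Its one-sided Fisher's exact p was above 0.05 without HP2 (0.556), HP3 (0.113), LP1 (0.717), LP2 (0.760) or LP3 (0.725), and 0.00117 without HP1. Proteolysis held 5 of 237 loci against 4.52 by chance (one-sided Fisher's exact p = 0.473). Zinc ion binding held 17 of 797 loci against 15.2 by chance (one-sided Fisher's exact p = 0.351).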

As is shown in Figures 4A,B, the significantly enriched GO terms contain proteolysis, integral component of plasma membrane, zinc ion binding, extracellular exosome, and extracellular region. KEGG pathway analysis reveals 13 significantly enriched pathways (*P* < 0.05), such as linoleic acid metabolism, phagosome, taurine and hypotaurine metabolism and glycerophospholipid metabolism. 

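For KEGG pathways, 5709 of the tested loci carry an annotation, and 104 of the loci that met the limits do. Of the 153 pathways with at least 1 of the 104 loci, 20 had an unadjusted p-value under 0.05 in a one-sided Fisher's exact test, 4 of them with a single locus. In 1000 random sets of 104 annotated loci, the number of such pathways ranged from 0 to 50 with a median of 5, and 17 sets gave 20 or more. The count rose to 33 without LP2 and also to 33 without LP3, the alternatives that moved it most. After Benjamini-Hochberg adjustment, 1 pathway had an adjusted p-value under 0.05, Neuroactive ligand-receptor interaction, with 15 of its 299 loci (adjusted Fisher's exact p = 0.0454). The number was 5 without HP1, 11 without LP2 and 15 without LP3. Without HP2, HP3 or LP1 it was 0, while without HP2 20 pathways, without HP3 22 and without LP1 21 had an unadjusted p-value under 0.05. Linoleic acid metabolism held 3 of 25 loci against 0.455 by chance (one-sided Fisher's exact p = 0.0101, adjusted p = 0.154). It held 6 loci without LP2 (adjusted Fisher's exact p = 0.00118) and 4 without LP3 (adjusted Fisher's exact p = 0.0349), and the adjusted p over all alternatives ranged from 0.00118 to 0.376. Glycerophospholipid metabolism held 7 of 109 loci against 1.99 by chance (one-sided Fisher's exact p = 0.00354, adjusted p = 0.120), and 8 without LP2 (adjusted Fisher's exact p = 0.0444), with adjusted p-values from 0.0140 to 0.376 over all alternatives. Taurine and hypotaurine metabolism held 2 of 10 loci against 0.182 by chance (one-sided Fisher's exact p = 0.0134, adjusted p = 0.187), and 1 locus without HP2 (p = 0.132 by the same exact test). Phagosome held 5 of 135 loci against 2.46 by chance (one-sided Fisher's exact p = 0.0992), 9 without LP3 (p = 0.00327 by the same exact test) and 3 without HP3 (p = 0.620).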

Detail information is shown in Supplementary Table 5.

**FIGURE 4:**
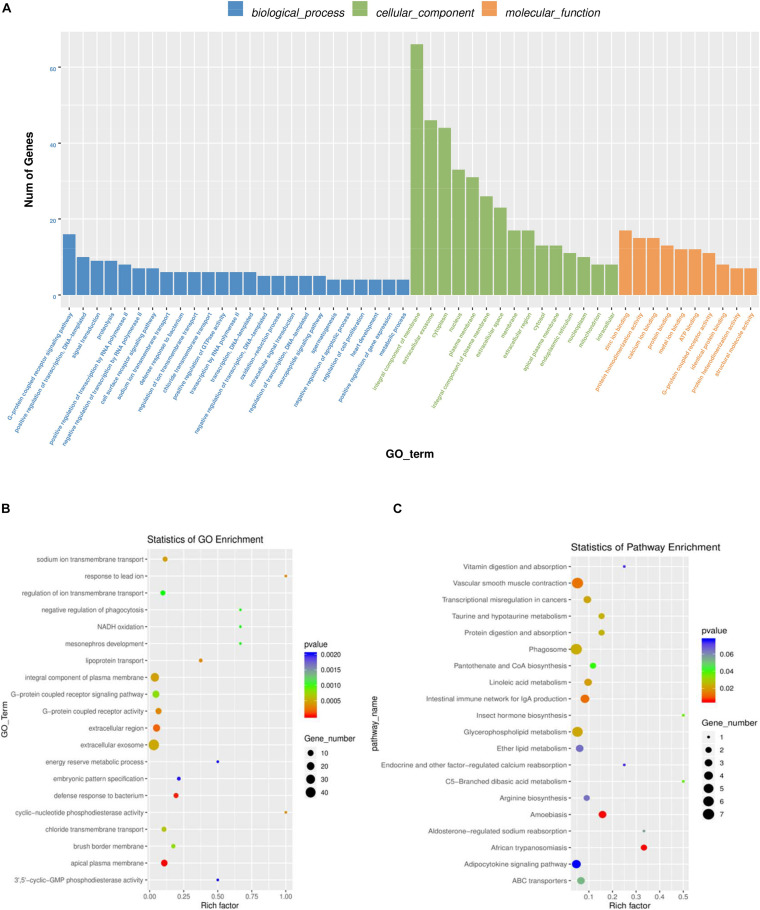
GO and KEGG analysis of differentially mRNAs expression. **(A)** Histogram of GO enrichment of DE mRNAs. **(B)** Scatter plot of GO enrichment for DE mRNAs. **(C)** Scatter plot of KEGG enrichment for DE mRNAs.

### Cis-Regulatory Roles of Differentially Expressed lncRNAs in Ovaries

To further explore the regulatory functions of the lncRNAs in the ovaries of domestic pigeons, we predicted the cis-regulated target genes of the DE lncRNAs between the groups of high and low egg production performance. A total of 181 potential lncRNA target genes were revealed in the present study using 100kbp as the cutoff (Supplementary Table 8). 

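The 134 loci of the 148 lncRNAs of Supplementary Table 10 have 517 other loci with a protein description within 100 kb on either side, of which 473 passed the filter on FPKM. Of these 473 neighbouring coding loci, 9 (1.90%) met the limits on p-value and fold change, compared with 322 of the 14277 other coding loci tested (2.26%). The odds ratio was 0.841 (Fisher's exact test, two-sided p = 0.752). Among the 473 neighbours, 45 had an unadjusted p-value under 0.05 and 0 had an adjusted p-value under 0.05. The count of 9 moved most with Ballgown's model, to 2, and it was 15 without LP2. In the paper's Supplementary Table 8, 148 of the 181 pairs join a transcript with itself at a Pearson correlation coefficient of 1. In 180 of the 181 pairs both transcripts belong to the same locus, and 174 target transcripts are themselves listed as lncRNAs in Supplementary Table 10.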

Based on these cis-regulated target genes, the results of GO analysis identified 34 significant GO terms (*p* < 0.05) (Supplementary Table 6). 

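The lncRNA and target transcripts of Supplementary Table 8 lie in 135 loci, of which 19 carry a GO term in the deposited table. Cell differentiation, which is listed for 162 loci in all, is listed for 1 of the 135. It is MGP, a locus of 5 transcripts with a log2 fold change of 0.11 between HP and LP ovaries (standard error 0.61) and overlapping groups. The paper gives opposite directions for the 2 lncRNAs of this locus. Methylation is listed for 0 of the 135 loci and 55 loci in all, phosphorylation for 0 of them and 100 in all, and carnosine metabolic process for 0 of them and 2 in all.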

The DE lncRNA target genes were revealed to be involved in methylation, phosphorylation, cell differentiation and carnosine metabolic process. The identified cellular component and molecular function categories were mainly related to the nucleus, cytoplasm, cytosol, and protein binging (Figures 5A,B). 

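Of the 135 loci in the pairs of Supplementary Table 8, 8 carry a KEGG pathway in the deposited table. Histidine metabolism is listed for 1 of them and for 26 loci in all. That locus is LOC110363602, with a log2 fold change of 1.79 (standard error 0.53, adjusted p = 0.574 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 HP ovaries had higher values there than all 3 LP ovaries. Nicotinate and nicotinamide metabolism is listed for 0 of the 135 loci and for 42 loci in all.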

KEGG pathway enrichment analysis results suggested that the target genes of these lncRNA were mainly involved in histidine metabolism, nicotinate, and nicotinamide metabolism (Figure 5C and Supplementary Table 7).

**FIGURE 5:**
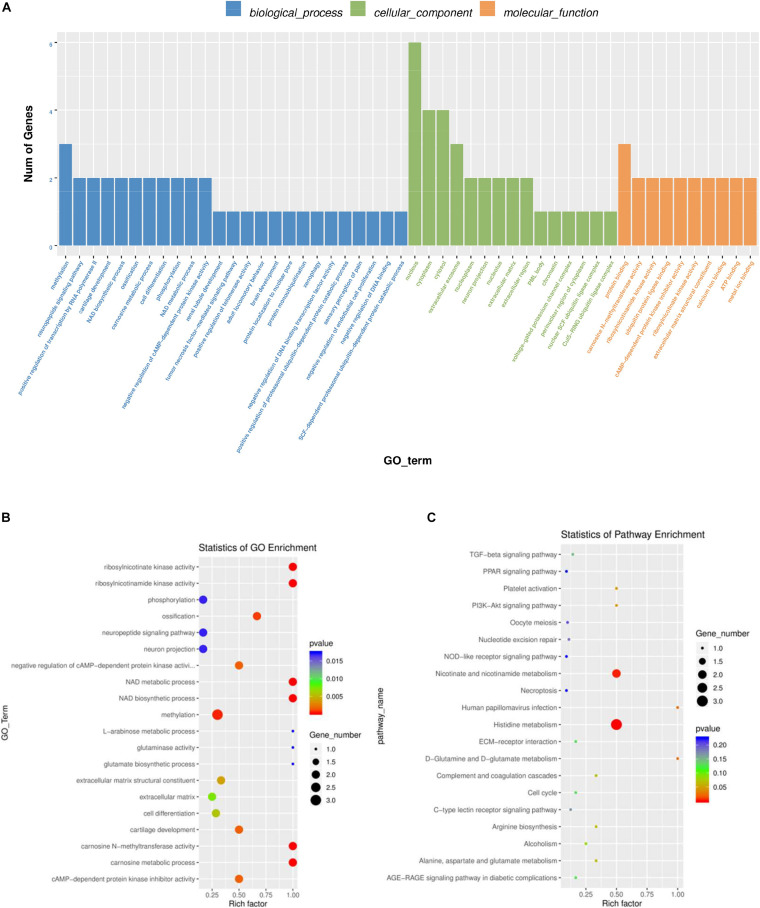
GO and KEGG analysis of differentially lncRNAs expression. **(A)** Histogram of GO enrichment of DE lncRNAs. **(B)** Scatter plot of GO enrichment for DE lncRNAs. **(C)** Scatter plot of KEGG enrichment for DE lncRNAs.

Based on the predicted results of the DE lncRNA-gene pairs in cis, the first five and the last three lncRNA-gene pairs were listed in Table 2 according to the Pearson Correlation Coefficient. 

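For genes paired with lncRNAs in Supplementary Table 8, the deposited table gives a coding locus and the locus of the lncRNA, which can be the same. Each is summed over its transcripts, so that the lncRNA transcripts themselves were not tested. Table 2 gives the pairs of TRIM47, BACH2, LOC110359864 and PPDPF a coefficient of 1. In Supplementary Table 8, all 148 pairs with that coefficient join a transcript with itself. For TRIM47, the log2 fold change between HP and LP ovaries was -0.11 (standard error 0.19) at the coding locus (scaffold NW_004973285.1 from 746222 to 752615) and -0.37 (standard error 0.30) at the locus of the lncRNA (752511 to 756078). BACH2 had -0.07 (standard error 0.15) at its coding locus (NW_004973258.1 from 522494 to 715866) and -0.15 (standard error 0.17) at the locus of the lncRNA (567372 to 572516). LOC110359864 and its lncRNA share a locus (NW_004973177.1 from 1797952 to 1825815), whose log2 fold change was 0.40 (standard error 0.35). PPDPF and its lncRNA share a locus (NW_004973200.1 from 2128078 to 2138496), with -0.38 (standard error 0.18). DIP2B had 0.04 (standard error 0.12) at its coding locus (NW_004973462.1 from 386633 to 455808) and -0.54 (standard error 0.28) at the locus of the lncRNAs (384147 to 387136). In all of these loci the values of HP and LP ovaries overlapped, and the adjusted p-values were between 0.624 and 0.946 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sign at the coding loci changed for TRIM47 without LP1 (0.04), for BACH2 without HP3 (0.01) and for DIP2B without LP1 (-0.05). Each of these loci overlaps at least 1 other locus, so their counts are uncertain. LOC110365815 and its lncRNA also share a locus, of 7 transcripts (scaffold NW_004973732.1 from 896823 to 992395), so its values hold both. This locus met the limits on p-value and fold change (unadjusted p = 0.0042 from edgeR's quasi-likelihood test). It had 19.9 ± 3.15 CPM (counts scaled to the library size with TMM factors) in HP ovaries (SD, n = 3) and 6.68 ± 3.02 in LP ovaries (SD, n = 3). Its log2 fold change was 1.58 (standard error 0.37, adjusted p = 0.557 from the same edgeR test), and all HP values lay above all LP values (exact permutation test, two-sided p = 0.1).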

As shown in Table 2, the putative regulation directions of the first five pairs of lncRNA-gene pairs were the same, while those of the last three pairs were opposite.

**TABLE 2:** Differentially expressed lncRNA-gene pairs between high and low egg production groups.

**Gene name**	**lncRNA transcript name**	**Cislocation (bp)**	**Pearson correlation coefficient**
TRIM47	MSTRG.7735.3	1 k	1
FOXK2	MSTRG.7894.4	1 K	1
BACH2	MSTRG.5954.2	1 K	1
LOC110359864	MSTRG.88.13	1 K	1
PPDPF	MSTRG.2346.2	1 K	1
LOC110365815	MSTRG.21861.7	1 K	0.20
DIP2B	MSTRG.15386.5	1 K	−0.29
DIP2B	MSTRG.15386.1	1 K	−0.29

### Co-enriched GO Terms of DE lncRNA and mRNA

A total of ten significantly enriched GO terms in both the DE mRNAs enrichment and the lncRNAs target gene enrichment were identified to reveal the key pathways for regulating egg production performance of domestic pigeons. As shown Table 3, the significantly enriched GO terms contain NAD metabolic process, ribosylnicotinamide kinase activity, methylation, cAMP-dependent protein kinase inhibitor activity and cell differentiation, of which three pathways involve biological process, and the other two pathways involve molecular function.

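In the deposited annotation, NAD metabolic process is listed for 3 tested loci, ribosylnicotinamide kinase activity for 1, methylation for 52 and cAMP-dependent protein kinase inhibitor activity for 9. None of these 4 terms held any of the 254 annotated loci that met the limits, where chance gives 0.0572, 0.0191, 0.991 and 0.172 loci, and none held a gene of Supplementary Table 9. Methylation held 1 locus that met the limits without HP1 and 1 without LP1, and cAMP-dependent protein kinase inhibitor activity held 1 without LP3. Cell differentiation held 4 of 146 loci against 2.78 by chance (Fisher's exact test, one-sided p = 0.304). Without LP2 it held 8 (one-sided Fisher's exact p = 0.0151), without HP1 6, without HP3 or LP1 3, without LP3 2 and without HP2 0.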

**TABLE 3:** Co-enriched GO terms of DE lncRNA and mRNA.

**GO term**	**GO function**	***p*-value**
NAD metabolic process	biological_process	0.00
Ribosylnicotinamide kinase activity	molecular_function	0.00
Methylation	biological_process	0.00
cAMP-dependent protein kinase inhibitor activity	molecular_function	0.00
Cell differentiation	biological_process	0.01

### Quantitative Real-Time PCR Validation of Differentially Expressed lncRNAs and mRNAs

Six DE mRNAs and six DE lncRNAs were randomly selected to validate the RNA-seq results by qRT-PCR. As shown in Figure 6, the relative fold changes in expression detected by qRT-PCR were consistent with the RNA-seq data, indicating that our transcripts identification and abundance estimation were highly credible. 

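In CPM from the deposited counts, CYHR1 (scaffold NW_004974137.1 from 9494 to 12541) was at 62.9 ± 14.4 in HP ovaries and 22.5 ± 5.13 in LP ovaries (SD, n = 3 in each group). Its log2 fold change was 1.48 (standard error 0.25, adjusted p = 0.520 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This locus overlaps 1 other locus, so its counts are uncertain. TBX18 (NW_004973209.1 from 363222 to 384836) was at 7.16 ± 1.62 and 2.18 ± 1.17, a log2 fold change of 1.71 (standard error 0.43, adjusted p = 0.560 from the same edgeR test). HOXC11 (NW_004974169.1 from 178552 to 181253) had 244, 147 and 42 counts in HP1, HP2 and HP3 and 0, 34 and 0 in LP1, LP2 and LP3. Its log2 fold change was 3.56 (standard error 1.599, adjusted p = 0.612 from the same edgeR test), outside the limit on the p-value, and without LP2 the remaining LP ovaries had 0 counts. GM2A (NW_004973290.1 from 3969457 to 3974578) was at 29.0 ± 3.69 and 128 ± 83.3 CPM, a log2 fold change of -2.15 (standard error 0.59, adjusted p = 0.572 from the same edgeR test). LP1, at 33.3 CPM, lay near the HP ovaries, and without LP1 the log2 fold change was -2.60. CAMKK2 (NW_004973182.1 from 3563401 to 3575657) was at 13.9 ± 2.24 and 41.0 ± 22.9, a log2 fold change of -1.56 (standard error 0.44, adjusted p = 0.573 from the same edgeR test). NXPH4 (NW_004974058.1 from 127411 to 128516) was at 1.32 ± 0.127 and 3.71 ± 3.57, a log2 fold change of -1.49 (standard error 0.66, adjusted p = 0.611 from the same edgeR test), outside the limit on the p-value, and -0.32 without LP3. For each of the 6 mRNAs the HP and LP ovaries did not overlap (exact permutation test, two-sided p = 0.1, the smallest p that 3 against 3 allow).

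**Figure D2:**
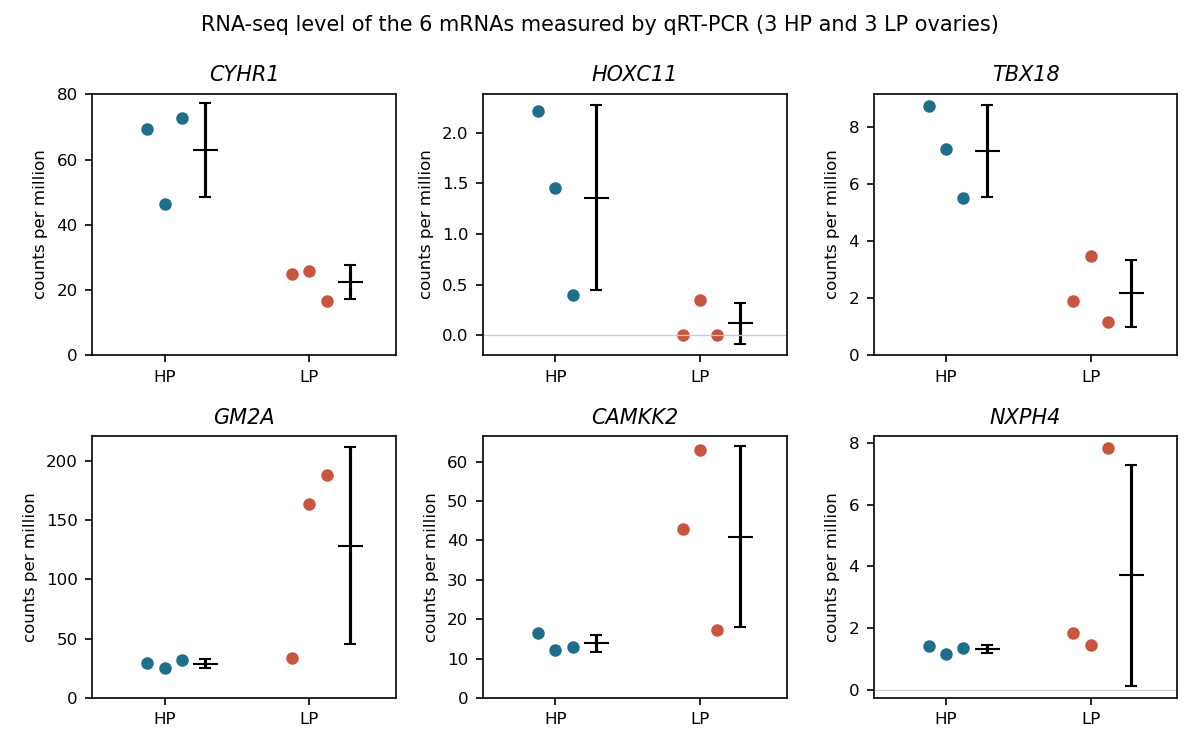
CPM (vertical axes) of the 6 mRNAs in each HP and LP ovary (horizontal axes), with points for single ovaries and lines for the group mean ± SD (n = 3). In NXPH4, LP3 at 7.83 lies apart from LP1 at 1.84 and LP2 at 1.46.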

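For 5 of the lncRNAs with primers in Supplementary Table 1, the counts of the locus are given here, which hold all of its transcripts. LOC110364811 (scaffold NW_004973636.1 from 1234695 to 1247759), with 5 transcripts, had a log2 fold change of 1.92 (standard error 0.35). LOC110360360 (NW_004973333.1 from 4368119 to 4574553), with 3 transcripts, had 2.85 (standard error 0.53). Lower in HP ovaries were a locus named CUNH1orf159 (NW_004974095.1 from 2338893 to 2341125), with -2.84 (standard error 0.83), and a locus without a name (NW_004973372.1 from 885612 to 886117), with -3.54 (standard error 1.10), which hold 1 transcript each. A second locus without a name (NW_004973574.1 from 5674 to 6867), with 3 transcripts, had 0 counts in HP1, 835 in HP2 and 889 in HP3, and 246, 1759 and 1831 in LP1, LP2 and LP3, a log2 fold change of -1.16 (standard error 1.58). The adjusted p-values of these 5 loci were between 0.551 and 0.863 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups did not overlap in LOC110364811, LOC110360360 and CUNH1orf159 (exact permutation test, two-sided p = 0.1), and they overlapped in the other 2. All of these loci except the one from 885612 overlap another locus, so their counts are uncertain.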

The mRNA expression levels of ERα gene in HP group were significantly higher (*P* < *0.01*) than those in LP group (Figure 7).

**FIGURE 6:**
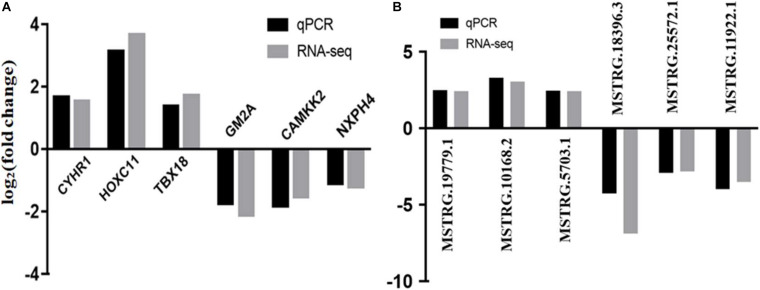
Validation of RNA-seq by qRCR. **(A)** qRCR validation of six mRNAs. **(B)** qRCR validation of six lncRNAs.

**FIGURE 7:**
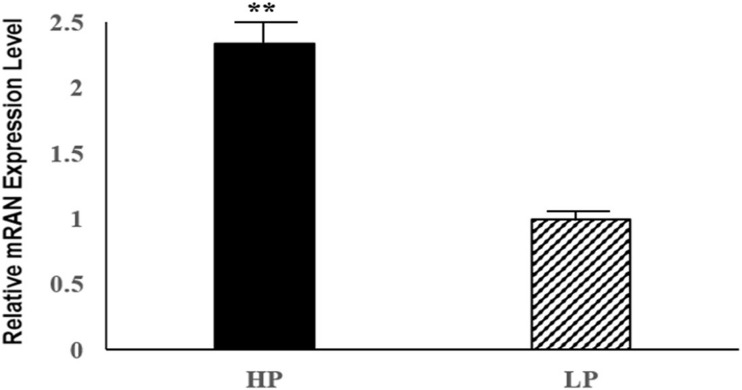
Relative mRNA expression levels of the pigeon ERα gene for HP and LP group. ^∗∗^indicate significant differences (*P* < 0.01).

## Discussion

Ovary development and egg production are complex biological processes, which are controlled by highly well-coordinated gene regulation, including coding and non-coding RNAs (Ren et al., 2017; Liu et al., 2018). Egg production performance is an important economic trait in the farming of domestic pigeons and a crucial fertility in pigeon production (Yin et al., 2016). To achieve the goal of high egg production, researchers have made great effort on the reproductive regulation mechanisms, which has been driven to screen related genes involved in reproductive regulation of poultries and to mediate the process for improving egg production performance (Liu et al., 2019). In the last few decades, the whole genomes of chickens, ducks, and geese had been published and contributed to facilitate the researches on transcriptome in poultries (Burt, 2005; Huang et al., 2013). Many studies reported that lncRNAs were involved in reproductive regulation, but most of them involved in mammals and plants (Zhang et al., 2014), and whether these lncRNAs worked in the reproductive regulation of domestic pigeons was still unknown. Therefore, in the present study, we performed transcriptome analysis of ovaries in domestic pigeons between high and low egg production performance by RNA sequencing. Specifically, we identified 148 DE lncRNAs and 811 DE mRNAs in ovaries between the groups of high and low egg production performance.

In the last few years, numerous studies had found that lncRNAs played important roles in the oogenesis in ovaries of different species, including pigs, cattle, mice and ducks (Nakagawa et al., 2014; Ren et al., 2017; Yang et al., 2020). The present study is the first to report the transcriptome profiling of lncRNAs and mRNA in the ovaries of pigeons. The results revealed that the lncRNAs identified in our study showed fewer exons and shorter lengths of transcripts, which were consistent with other species reported in the previous studies (Shen et al., 2016), indicating that the lncRNAs sequencing results obtained in our study were reliable. The RNA-seq results showed that 52.96% of lncRNAs were shorter than 1000 bp, while 80.42% of mRNAs were longer than 1000 bp. What’s more, the average expression levels of lncRNAs were higher than those of mRNAs in pigeon ovaries, indicating that the lncRNAs in pigeon ovaries might play important roles in egg production.

Studies had confirmed that various signaling pathways and regulatory mechanisms were participated in the regulation of egg production (Ren et al., 2017; Tao et al., 2017). In this study, we applied GO terms and KEGG pathways analysis to further reveal the biological functions of the target genes of DE lncRNAs and DE mRNAs related to egg production in pigeon ovaries. The results showed that both of these lncRNAs and mRNAs were involved in the regulation of ATP binding, protein binding, cell differentiation and transcription by RNA polymerase II. For example, ATP binding has been shown to be involved in the regulation of oocyte formation (Quiroz et al., 2020). 

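ATP binding held 10 of the 254 annotated loci that met the limits, where chance gives 19.04 among its 999 loci (Fisher's exact test, one-sided p = 0.993). Protein binding held 10 of 806 loci against 15.4 by chance (one-sided Fisher's exact p = 0.948). Transcription by RNA polymerase II held 8 of 208 loci against 3.97 by chance (one-sided Fisher's exact p = 0.0460, adjusted p = 0.186). Its p-value by the same exact test was above 0.05 without HP1 (0.503), HP2 (0.0613), HP3 (0.0616), LP2 (0.173) or LP3 (0.162), and 0.0192 without LP1.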

The RNA polymerase II involved in a combinatorial control of the timely regulated Spo11 splicing during the process of meiosis (Cesari et al., 2020).

Most evidence suggested that the expression of lncRNAs could regulate and had high correlations with expression of the neighboring mRNAs by transcriptional coactivation or repression (Ponting et al., 2009; Engreitz et al., 2016). Thus, we supposed that there was a mechanism that the lncRNAs could affect the oogenesis and egg production by mediating the putative regulation of corresponding target mRNAs in pigeon ovaries. In the present study, the DE cis-target genes, located within 100 kb upstream and downstream of the 148 DE lncRNAs, were used to predict the potential functions in the putative regulation of egg production in pigeons. The result revealed that the DE coding gene forkhead box K2 (FOXK2) might be regulated by the DE lncRNA MSTRG.7894.4, and FOXK2 was down-regulated in HP ovaries.

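The deposited table lists FOXK2 in 2 loci of scaffold NW_004973285.1. The coding locus, on the plus strand from 4561920 to 4620977, holds 8 transcripts and also the name TBCD. It was at 126 ± 8.14 CPM in HP ovaries and 121 ± 4.76 in LP ovaries (SD, n = 3 in each group). The log2 fold change was 0.06 (standard error 0.10, adjusted p = 0.882 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between 0.01 and 0.10 with each ovary left out in turn. The values of the groups overlapped (exact permutation test, two-sided p = 0.4). The locus of the lncRNA, on the minus strand from 4561318 to 4820573, holds 4 transcripts and also the name B3GNTL1. It was at 52.4 ± 17.5 CPM in HP ovaries and 61.6 ± 28.6 in LP ovaries (SD, n = 3 in each group). Its log2 fold change was -0.23 (standard error 0.43, adjusted p = 0.905 from the same edgeR test), and it was 0.02 without HP1 and 0.04 without LP3 (exact permutation test of all 6 ovaries, two-sided p = 0.6). The coding locus overlaps 5 other loci and the locus of the lncRNA overlaps 11, so both counts are uncertain, and the lncRNA transcript itself was not analysed here. From genes within 100 kb of its DE lncRNAs, the paper proposes that this lncRNA might regulate FOXK2, and Table 2 lists them as a pair. Table 2 gives this pair a Pearson correlation coefficient of 1. In Supplementary Table 8, all 148 pairs with that coefficient join a transcript with itself. Such a coefficient holds no information on the regulation of a separate gene.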

Forkhead box K2, also known as ILF or ILF1, is an important member of the forkhead transcription factors, containing a conserved forkhead winged helix-turn-helix DNA binding domain (FOX domain) (Zhang et al., 2018). The forkhead transcription factors are considered as an evolutionarily conserved family of proteins. In common with other forkhead transcription factors, FOXK2 also contains a FOX domain in addition to a FHA domain, which regulates its interactions with other proteins (Marais et al., 2010). In the last few decades, over 40 different forkhead transcription factors had been indentified in mammals, and these proteins played important roles in numerous cellular processes, including development, growth, reproduction, cell proliferation and cycle by regulating the expression of their respective target genes (Myatt and Lam, 2007; Hannenhalli and Kaestner, 2009). Previous studies had shown that the FOXK2 interacted with estrogen receptor α (ERα), and inhibited the ERα-regulated transcriptional activity through enhancing the ubiquitin-mediated protein degradation of ERα (Liu et al., 2015). The above process involved the interactions between FOXK2 and BRCA1/BARD1, which was the E3 ubiquitin ligase of ERα (Baer and Ludwiq, 2002). FOXK2 interacted with BARD1 and served as the scaffold protein for BRCA1/BARD1 and ERα, resulting in the enhancing degradation of ERα, which ultimately accounted for the decline of its transcriptional activity (Liu et al., 2015). It is well known that estrogen, as an important female reproductive hormone, plays a key role in the reproductive process of female animals by binding to its receptor, estrogen receptor α, so as the egg production process of poultries (Guo et al., 2020). In addition, ERα could control gonadotropin-regulated oocyte maturation by regulating the expression of NPPC and NPR2 (Liu et al., 2017). Our result showed that the mRNA expression levels of ERα gene in HP group were significantly higher (*P* < 0.01) than those in LP group, thus we suspected that FOXK2 might influence the effect of estrogen and the process of oocyte maturation in pigeon ovaries by regulating the transcriptional activity of ERα. Therefore, we inferred that the FOXK2 gene could be a candidate gene for further study in terms of how it affects egg production performance.

In conclusion, this study is the first comprehensive description of mRNA and lncRNA profiles of ovaries from pigeons with high and low egg production performance. A number of DE mRNAs and lncRNAs are revealed to be associated with egg production performance in domestic pigeons. Moreover, the DE lncRNAs found in this study could provide new insights of further understanding the mechanism of egg production in ovaries in poultry. The lncRNA MSTRG.7894.4 might play an important regulatory role in egg production by affecting its potential target gene FOKX2. Therefore, lncRNA MSTRG.7894.4 might be a potential candidate lncRNA for regulating egg production in pigeons, and more detailed studies are required.

## Data Availability Statement

The data presented in the study are deposited in GEO and SRA repository, the accession number in GEO is GSE162867, and in SRA is SRP297092.

## Ethics Statement

The animal study was reviewed and approved by the animal welfare committee of the College of Animal Sciences, Zhejiang University.

## Author Contributions

HM analyzed the data as well as he drafted the manuscript. XX performed the RNA extraction and qRT-PCR. HC collected the tissue samples. XD and XZ provided suggestions for this study. NX and ZY conceived the project and designed the experiments. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

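The data are RNA-seq libraries of ovaries from 6 pigeons, 3 of high egg production (HP1, HP2 and HP3) and 3 of low egg production (LP1, LP2 and LP3). The assignment to groups and replicate numbers came from the sample labels and from Supplementary Table 2, which name the same libraries. The labels name another sequencer than the methods. The authors cleaned the reads with Cutadapt, checked them with FastQC, mapped them to Cliv_1.0 with Bowtie2 and Hisat2, assembled them with StringTie, merged the assemblies, and quantified the merged transcripts with StringTie and Ballgown. The authors deposited whole-number counts per locus, without normalization, and FPKM values per locus, in 1 table of 34346 loci and 6 ovaries. The text does not state how the counts were made or whether they used the strand. Each locus sums its transcripts, 79908 in all, of which 44842 come from the reference annotation and 35066 were assembled. The table does not mark which transcripts are lncRNAs, and it gives no value for a single transcript of a locus. All columns of values were used, and 0 were left out. Among the 19780 loci with over 100 counts in every ovary, the ratio of count to FPKM, with counts scaled to the library total, varied by a median of 1.04% across ovaries. For 18.8% of these loci the ratio gives a length longer than the genomic span of the locus, so FPKM values were not compared between loci.

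The total counts per ovary were between 97875183 and 108669967, above the mapped reads that the paper gives. Counting error is small at this depth for most loci, and the precision is set by the differences between 3 ovaries of a group. The lower bound of a fold change against ovaries with 0 counts was computed from the LP mean against a floor of 3 counts. It covers counting error only and is not a bound for each LP ovary.

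The design written before the data were examined named limma on log2(FPKM + 1). Because the table holds counts, edgeR's quasi-likelihood test on the counts was used, and the limma fit became an alternative. The test compared the 3 HP with the 3 LP ovaries without covariates, after TMM normalization, two-sided, on loci with a mean FPKM of at least 0.1, which left out 6072 loci. Adjusted p-values are Benjamini-Hochberg values over the 28274 tested loci. The methods name a p-value under 0.05, with a threshold from an FDR-adjusted p-value, and a log2 fold change of at least 1. Because Supplementary Tables 9 and 10 keep entries with a q-value above 0.05, the limits chosen here were an unadjusted p-value under 0.05 and an absolute log2 ratio of the group mean FPKM of at least 1. With 3 ovaries against 3, an exact permutation test of single values cannot go below a two-sided p of 0.1, and groups that do not overlap occur by chance in 10% of loci. The programs were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

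The fits were tested on simulated data. In counts drawn for 28273 loci at the spread of these ovaries, with 200 loci changed, edgeR's test called 164 changed and 4 unchanged loci at an adjusted p-value under 0.05, and these limits passed 194 changed and 723 unchanged loci. On the same simulated counts, limma on log2(FPKM + 1) called 120 changed and 3 unchanged loci at an adjusted p-value under 0.05. DESeq2 called 186 and 71, and Ballgown's model called 0 of either. At a smaller simulated spread, edgeR called 17 unchanged loci and DESeq2 57. The changed loci were picked among loci with many counts and given changes above the limit on fold change. The spread was set by the level of a locus alone. These numbers thus hold for such simulated loci and are not rates for the real data.

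GO terms and KEGG pathways were taken from the deposited table and tested with a one-sided Fisher's exact test against the annotated tested loci, for terms with at least 1 locus that met the limits. The number of terms was compared with 1000 random sets of as many annotated loci. These random sets were added after the enrichment was seen, and a draw with larger sets was made first and replaced by sets of the same number of annotated loci after its outcome was seen. The alternative with the genes of Supplementary Table 9 also used all annotated loci of the table as background, so that it changed 2 choices together. Coding neighbours of the lncRNA loci were the loci with a protein description within 100 kb. Overlap between loci was taken from the coordinates in the table.

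The genes named in the text are every gene that the paper names in its text, tables or primer list, and up to 5 in each direction with the largest change among those with an adjusted p-value under 0.05 and groups that do not overlap. That rule, written before the data were examined, gave 0 higher and 3 lower loci. Where a symbol stands for several loci, the locus was chosen after the table was seen, by the identifiers that the supplementary tables give. Loci singled out outside the rule are named as such.

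Lists of marker genes for oocyte, granulosa, theca, ciliated epithelium, kidney, adrenal, smooth muscle, leukocyte, erythrocyte and endothelium were written before the data were examined. They were compared between the groups with limma's camera with an estimated correlation between genes, and in each ovary against 10000 random lists of the same size and level.

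Alternatives set before the data were examined were no filter on low values, a mean FPKM of at least 1, scaling by the median ratio, limma with a pseudocount of 0.1, with quantile normalization or without the trend, Ballgown's model, the replicate number as a block, leaving out each ovary in turn, other backgrounds and gene sets for the enrichment, and other tests of the marker lists. DESeq2, edgeR with DESeq2's size factors, edgeR's filterByExpr, the limma fit in its place as an alternative, and enrichment with limma's genes or with an ovary left out were chosen after the data were seen. The lncRNA catalogue of Supplementary Table 3 was used only for its size, because 1998 of its entries were at hand.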

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

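The tests of marker genes in single ovaries, the splits of the ovaries for loci at 0 counts, and the comparison of the 2 strands at 1 of these loci were chosen after the results were seen, and the test of overlapping loci before. The marker lists themselves were written before the data were examined. The paper does not report on any of these signals.

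Kidney genes were higher in HP2 than in the other 5 ovaries. The median log2 difference of the 9 kidney genes found was 3.30, all 9 were highest in HP2, and 0 of 10000 random lists of the same size and level were as high (permutation p = 1e-04, the smallest that these lists can give). The most abundant were LRP2, at 396 CPM in HP2 and 41.6 to 60.8 in the other ovaries, CUBN, at 92.2 against 14.4 to 37.8, and SLC34A1, at 68.2 against 4.54 to 9.16. SLC12A1 was at 19.9 in HP2 and at most 0.618 in the other ovaries. Of the 9 genes, 4 had at least 1 CPM in each of the other 5 ovaries, 0 are in another list, and 5 are in Supplementary Table 9. Kidney tissue, which lies beside the ovary, in the HP2 sample cannot be told apart from a change of these genes in ovarian cells of that bird, because the comparison with random lists measures the same value in which the signal was seen and no other test was run. The difference lies in 1 of the 3 HP ovaries and is not a difference between the groups that the design names.

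Adrenal genes were higher in HP3. The median log2 difference of the 6 genes found was 2.57, all 6 were highest in HP3, and 0 of 10000 random lists were as high (permutation p = 1e-04, the smallest that these lists can give). CHGB was at 113 CPM in HP3 and 45.5 to 65.5 in the other ovaries, TH at 54.4 against 22.4 to 47.2, and CHGA at 16.8 against 1.22 to 8.78. The same list was 1.53 higher in LP2. Of the 6 genes, 4 had at least 1 CPM in each of the other 5 ovaries, 0 are in another list and 0 are in Supplementary Table 9. Adrenal tissue in the HP3 sample cannot be told apart from nerve fibres or chromaffin-like cells of the ovary, for the same reason.

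Smooth muscle genes were higher in LP2. The median log2 difference of the 7 genes found was 1.40, all 7 were highest in LP2, and 0 of 10000 random lists were as high (permutation p = 1e-04, the smallest that these lists can give). MYH11 was at 1221 CPM in LP2 and 188 to 629 in the other ovaries, and ACTG2 at 681 against 33.7 to 181. LP1 was 0.70 higher by the same list, where also 0 of 10000 random lists were as high (permutation p = 1e-04), and LP3 fell by 0.78. All 7 genes had at least 1 CPM in each of the other 5 ovaries, 0 are in another list, and 3 are in Supplementary Table 9. More smooth muscle in the LP2 sample cannot be told apart from a change of these genes within its cells, for the same reason. With p-values adjusted over 10 lists in 6 ovaries, smaller shifts in other lists were also under 0.05. They were endothelium in LP2 (0.47, 6 of 7 genes highest, adjusted permutation p = 0.00857) and oocyte in HP3 (0.43, with the same p). The others were oocyte in HP2 (0.36, 3 of 9 genes highest, adjusted permutation p = 0.0105) and granulosa in LP3 (0.33, 3 of 8 genes highest, adjusted permutation p = 0.0307). Random lists draw genes independently and do not keep genes that vary together, so these p-values can be too small. The same limit applies to the p-values of the kidney, adrenal and smooth muscle lists, and each describes a single library.

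In the table, 213 loci had 0 counts in at least 1 ovary and at least 500 in another. Of these, 174 overlap another locus, which is 81.7%, compared with 49.0% on average in 1000 draws of loci matched on their highest count (highest draw 60.6%, 0 draws as high). For 158 of them the overlapping loci carry at least 500 counts in every ovary where the locus is at 0. A candidate explanation is that reads of a region were placed on 1 of the overlapping loci in some libraries and on another in others, and the test could have come out the other way. It speaks for the 213 loci as a set and not for each of them. Among all overlapping pairs, 148 had counts within 1% of each other in at least 1 ovary where both had at least 100 counts, and 115 of these pairs lie on opposite strands. In 37 of the 148 pairs, 1 locus was at 0 in another ovary. A pair of loci on scaffold NW_004976350.1, singled out here after its values were seen, covers the same 1145 bases on opposite strands. In HP3 the plus-strand locus had 318828 counts and the minus-strand locus 63754, while in the other ovaries the plus-strand locus had at most 292 and the minus-strand locus at least 490871.

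Of such loci, 3 had 0 counts in every HP ovary and at least 500 in every LP ovary, and they are the 3 with an adjusted p-value under 0.05. Among the 10 splits of the 6 ovaries into 3 and 3, 2 gave as many such loci, the real one included, so a difference between the groups and a chance division of the ovaries cannot be told apart with 3 against 3. At the first of the 3, reads moved from the overlapping locus do not explain the counts. The plus-strand locus, at 3996 to 4245 counts in HP ovaries, is not higher there by the counts that the minus-strand locus lacks. In LP ovaries the counts of the 2 strands differ by at most 0.106%. Of 4477 opposite-strand pairs with at least 100 counts in every LP ovary, 12 lie within 1% in all of them, this pair included. This argues against minus-strand RNA at a level of its own in LP ovaries, and so against a biological difference of such RNA between the groups at this locus. Such values would arise if the same reads were counted on both strands in LP ovaries, and why HP ovaries lack them on the minus strand was not tested. At each of the other 2 loci, 1 overlapping locus on the same strand differs between ovaries by more than the counts in question (12732 to 15249, and 47423 to 59366), so moved reads were neither shown nor excluded. A biological difference between HP and LP ovaries at these other 2 loci stays open, as untested.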

How the results depend on the processing

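The tests of other splits were chosen before the results were seen. The alternatives were set before the data were examined, except DESeq2, edgeR with DESeq2's size factors, edgeR's filterByExpr, limma on log2(FPKM + 1) as an alternative, and enrichment with limma's genes or with an ovary left out, which were chosen after the data were seen.

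The 3 loci with an adjusted p-value under 0.05 were called with no filter on low values, with a mean FPKM of at least 1, with scaling by the median ratio, with DESeq2's size factors and with filterByExpr, and each of these gave 3 loci. On FPKM values, limma gave 7 loci with a pseudocount of 0.1, 6 with quantile normalization, 6 without the trend and 6 as designed, the same 3 among them each time. Ballgown's model gave 1 locus, with 1580 at an unadjusted p-value under 0.05, and DESeq2 gave 385, 261 of them higher in HP ovaries. In simulated counts DESeq2 also called more unchanged loci (71) than edgeR (4), and 57 against 17 at a smaller simulated spread. The simulated spread was set by the level of a locus alone, so this does not tell how many of the 385 loci are false. The number went from 0 to 7 across the 6 fits that each left out 1 ovary, with 0 without LP3 (2124 at an unadjusted p-value under 0.05), 5 without HP3 and 7 without LP1. The cause of these changes was not tested, apart from the fewer ovaries.

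The 880 loci that met the limits on p-value and fold change became 444 with a mean FPKM of at least 1, where fewer loci (19410) were tested, and 252 with Ballgown's model, for which the cause was not tested. They ranged from 702 without HP2 to 1058 without HP1. The other alternatives gave between 695 and 1127. The share that was higher in HP ovaries was between 57.2% without LP3 and 73.4% with Ballgown's model.

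Of the 10 splits of the 6 ovaries into 3 and 3, the real one included, 4 gave as many loci with an adjusted p-value under 0.05, 1 gave as many that met the limits, 3 gave as many GO terms and 1 as many KEGG pathways at an unadjusted p-value under 0.05. For the marker lists the real split gave 0, so that all 10 splits count as giving as many whatever the data, and the comparison decides nothing. A share under 1 in 10 is out of reach with 3 against 3.

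The replicate numbers do not pair the birds. The correlations of the deviations of same-numbered ovaries were -0.009, -0.005 and -0.026. With the replicate number as a block, 0 loci had an adjusted p-value under 0.05, 1881 had an unadjusted one, and 809 met the limits.

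The 288 GO terms with an unadjusted p-value under 0.05 were 264 against all annotated loci of the table, 338 with the genes of Supplementary Table 9, a setting that here and below also uses all annotated loci as background, 279 with limma's genes, and 238 to 384 with an ovary left out. The 5 terms with an adjusted p-value under 0.05 became 3 against all annotated loci, 2 with the genes of Supplementary Table 9, 10 with limma's genes, and 1 to 14 with an ovary left out (1 without LP1, 2 without LP3, 8 without HP3, 14 without HP1). The 20 KEGG pathways became 13 with the genes of Supplementary Table 9, and 20 to 33 with an ovary left out, 33 without LP2 or LP3. The 1 pathway with an adjusted p-value under 0.05 became 0 against all annotated loci (16 at an unadjusted p-value under 0.05), 0 with the genes of Supplementary Table 9 (13 unadjusted), 9 with limma's genes, and 0 to 15 with an ovary left out (5 without HP1, 11 without LP2, 15 without LP3, and 0 without HP2, HP3 or LP1, where 20, 22 and 21 pathways had an unadjusted one). The causes were not tested.

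No marker list differed between the groups at an adjusted p-value under 0.05 with camera's estimated correlation (0 lists, 0 at an unadjusted p-value under 0.05) or in the 6 fits that each left out 1 ovary (0 to 0). With a preset correlation of 0.01 there were 4 lists, of which fry called 0, and fry called 1, granulosa. The cause was not tested.

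Signs changed for 10 of the 572 values of named genes, none larger than 0.17 in size. Ballgown's model gave 0.17 for the locus of the lncRNA paired with FOXK2 and 0.0563 for the coding locus of TRIM47, and quantile normalization gave 0.0793 for ACTB. With an ovary left out, the ranges that include 0 were -0.57 to 0.04 for the locus of the lncRNA paired with FOXK2 (0.02 without HP1, 0.0356 without LP3), -0.09 to 0.16 for ESR1 (-0.0948 without HP3, -0.07 without LP3), -0.19 to 0.04 for the coding locus of TRIM47 (0.0446 without LP1), -0.18 to 0.01 for that of BACH2 (0.00602 without HP3) and -0.05 to 0.12 for that of DIP2B (-0.0506 without LP1). Of the other values, 539 kept direction and side of the threshold, 12 were weaker and 11 stronger, 10 of the latter with DESeq2 and 1 for GM2A without LP1. The adjusted p of GM2A was 0.0246 without LP1 and ranged from 0.00619 with DESeq2 to 0.902 without HP2 over its alternatives. Of 131 values of named terms, 112 kept their side, 15 were weaker and 4 stronger.

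Not run were a correction for GC content, for which no genome was used here, tests of single lncRNA transcripts and of the level of lncRNAs against mRNAs, which the table does not mark, and enrichment among loci with an adjusted p-value under 0.05, of which 0 carry a GO term or pathway. With at least 97875183 counts per ovary, depth limits mainly loci with few counts such as HOXC11, with 0 counts in LP1 and LP3.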

Differences from the paper's values

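Of 46 values of the paper compared with values computed here, 13 differed. The tests of the alternatives named below as chosen after the data were seen are marked as such, and all other alternatives were set before the data were examined. The setting named below as the genes of Supplementary Table 9 puts these genes in place of the loci that met the limits and also uses all annotated loci of the table as background (14468 for GO terms and 6135 for KEGG pathways), so that 2 choices changed together, and their separate effects were not tested.

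The paper gives 13 KEGG pathways with a p-value under 0.05 and 20 were found here. The difference closed with all annotated loci as background (16) and with the genes of Supplementary Table 9 (13), and with limma's genes (19), chosen after the data were seen.

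For proteolysis the paper's p-value is 0.0589 with 9 DE genes, and here it was 0.473 with 5. All annotated loci as background gave 0.495 and 5 genes, and the genes of Supplementary Table 9 gave 0.0588 and 9. Of the fits that left out an ovary, chosen for the enrichment after the data were seen, those without HP1 (0.0590, 11 genes) and without LP2 (0.0758, 9 genes) also lay within 1.5 times of the paper's values, and those without LP1 and without LP3 gave 7 genes.

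For integral component of plasma membrane the paper's p-value is 0.000434 and here it was 0.000194. All annotated loci as background gave 0.000421 and the genes of Supplementary Table 9 gave 0.000431. For extracellular exosome the paper's p-value is 0.000487 and here it was 0.0321. All annotated loci as background gave 0.0222, and the genes of Supplementary Table 9 gave 0.000490. For extracellular region the paper's p-value is 0.000183 and here it was 0.00318. The genes of Supplementary Table 9 gave 0.000182, all annotated loci gave 0.00638, and leaving out LP2, chosen after the data were seen, gave 0.000170.

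For cell differentiation the paper's p-value is 0.807 with 2 DE genes, and here it was 0.304 with 4. With the genes of Supplementary Table 9 these were 0.807 and 2, and all annotated loci gave 0.317 and 4. Leaving out LP3 gave 0.831 and 2 genes, leaving out HP3 gave 0.677 and 3, leaving out LP1 gave 0.539 and 3, and limma's genes gave 0.455 and 3, all chosen after the data were seen. For transcription by RNA polymerase II the paper's p-value is 0.236 and here it was 0.0460. The genes of Supplementary Table 9 gave 0.236 and all annotated loci gave 0.0434, and leaving out LP2 (0.173) or LP3 (0.162), chosen after the data were seen, also came within 1.5 times.

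For linoleic acid metabolism the paper's p-value is 0.0202 and here it was 0.0101. All annotated loci as background gave 0.0151, the genes of Supplementary Table 9 gave 0.0201, and leaving out HP3, chosen after the data were seen, gave 0.0196. For taurine and hypotaurine metabolism the paper's p-value is 0.0242 and here it was 0.0134. All annotated loci gave 0.0197, the genes of Supplementary Table 9 gave 0.0241, and leaving out HP1 (0.0296), HP3 (0.0215), LP2 (0.0197) or LP3 (0.0202), chosen after the data were seen, also closed it. For glycerophospholipid metabolism the paper's p-value is 0.0222 and here it was 0.00354. The genes of Supplementary Table 9 gave 0.0221 and all annotated loci gave 0.00338, and leaving out HP1 gave 0.0309, chosen after the data were seen. For phagosome the paper's p-value is 0.0231 and here it was 0.0992. The genes of Supplementary Table 9 gave 0.0231, all annotated loci gave 0.110, and leaving out LP3, chosen after the data were seen, gave 0.00327, which is also below 0.05.

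The paper names proteolysis and zinc ion binding among its enriched terms. Neither had a p-value under 0.05 in any setting run here, the lowest being 0.0588 for proteolysis, with the genes of Supplementary Table 9, while zinc ion binding reached 0.0733 without HP2, chosen after the data were seen. In the paper's Supplementary Table 4 the p-value of zinc ion binding is 0.439.

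Table 3 lists NAD metabolic process, ribosylnicotinamide kinase activity, methylation and cAMP-dependent protein kinase inhibitor activity among terms shared by DE mRNAs and lncRNA targets. Here they held 0 of the loci that met the limits and 0 of the genes of Supplementary Table 9. Leaving out an ovary, chosen after the data were seen, gave methylation 1 locus without HP1 (p = 0.763 by Fisher's exact test) or without LP1 (0.636), and 0 otherwise, and cAMP-dependent protein kinase inhibitor activity 1 locus without LP3 (0.178). Cell differentiation, in the same table, had a p-value under 0.05 only without LP2 (0.0151 by Fisher's exact test), and without HP2 it held 0 loci.

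Of the genes of Supplementary Table 9 that were tested, 572 met the limits here. More of them did so with no filter on low values (598), with filterByExpr (580) and with DESeq2 (698), the last 2 chosen after the data were seen. The other settings gave 572 or fewer, with 374 at a mean FPKM of at least 1, 361 without HP2 and 140 with Ballgown's model. HOXC11 and NXPH4 are DE mRNAs in the paper, and here their unadjusted p-values were 0.0631 and 0.0595 in edgeR's quasi-likelihood test. For HOXC11 it was under 0.05 with limma with a pseudocount of 0.1 (0.00944), with quantile normalization (0.0159) and without the trend (0.0216), with the replicate block (0.0327) and without LP2 (0.00171), and, chosen after the data were seen, with limma as designed (0.0167) and DESeq2 (0.0243). For NXPH4 it was under 0.05 without LP1 (0.0372) or LP2 (0.0209), and with DESeq2 (0.0212), chosen after the data were seen.

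The paper states that FOXK2 is lower in HP ovaries. Here the coding locus had a log2 fold change of 0.06 and the locus of the lncRNA -0.23, and their unadjusted p-values were not under 0.05 in any setting run.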

Other observations

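The tests of HP2 against the other HP ovaries, of the mapping ratio and of the random sets of annotated loci were chosen after the results were seen. The tests of the share of higher loci, of the excess of counts over mapped reads and of the marker lists between the groups were chosen before.

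Among the 592 loci that met the limits and were higher in HP ovaries, HP2 had the highest value of the 6 ovaries in 351, which is 59.3%, compared with 23.6% for HP1 and 17.1% for HP3. Among the 521 tested genes that the paper gives as upregulated, the share was 60.8%. Among the 288 lower loci, the shares were 32.6%, 41.7% and 25.7% in LP1, LP2 and LP3. A difference of HP2 from the other HP ovaries may thus lie behind part of the higher loci. The test does not tell kidney tissue in that sample from other differences of that bird. Without HP2 the higher loci went from 592 to 420 and the lower ones from 288 to 282, so that 59.83% were higher. Whether kidney tissue in HP2 is the reason that more loci were higher than lower cannot be told apart from other reasons. The share without HP2 is neither an even division nor in the range of 65.4 to 70.3% found without HP1, HP3, LP1 or LP2, and only the share without LP3 was lower (57.2%). Of the 13 genes of Supplementary Table 9 annotated with apical plasma membrane, 12 were highest in HP2. Named after their values were seen, LOC110355452, a gallinacin-10-like gene, had 109870 counts in HP2 and at most 591 in the other ovaries, and APOB had 49140 counts in HP2 and at most 556 in the others.

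Of the 10 marker lists compared between HP and LP ovaries, 0 had an adjusted p-value under 0.05 with camera and an estimated correlation, and 0 had an unadjusted one. The median log2 fold change was 0.26 for the 9 oocyte genes, -0.29 for the 8 granulosa genes, -0.24 for the 2 theca genes, 0.33 for the 10 ciliated epithelium genes, 1.75 for the 9 kidney genes, 0.41 for the 6 adrenal genes, -0.96 for the 7 smooth muscle genes, -0.08 for the 8 leukocyte genes, 0.35 for the 3 erythrocyte genes and -0.26 for the 7 endothelium genes. The smallest adjusted p was 0.416. The granulosa list, lower in HP ovaries in 7 of 8 genes, had an adjusted p of 0.0365 with limma's fry, and no other list did. With a preset correlation of 0.01, the lists of ciliated epithelium, kidney, smooth muscle and endothelium had an adjusted p under 0.05, and none of these 4 held under fry.

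The count totals exceeded the paper's mapped reads by 21.01 to 28.92%. A candidate explanation is that reads were counted on each of 2 overlapping loci. If every read of the smaller locus of each overlapping pair had been counted on both, this would make up 48.1 to 64.1% of the excess (highest value 64.13%), which argues against it as the whole cause. Reads mapped to several places, and the unit of a read or a read pair, were not tested.

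The paper's mapping ratio was higher in every HP library than in every LP library, and the paper's GC content was 47% in each HP library and 48% in each LP library. The difference in mapping ratio (exact permutation test, two-sided p = 0.1) cannot be told apart from the groups, because with 3 against 3 it is the smallest p possible and no library batch is named in the labels. Whether it reflects library quality or the birds was not tested.

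Random sets of 254 annotated loci gave 288 or more GO terms at an unadjusted p-value under 0.05 in 41 of 1000 draws, and random sets of 104 gave 20 or more KEGG pathways in 17 of 1000. Both argue against set size alone as the source of the counts. The medians of the random sets were 223 terms and 5 pathways, and whether the same terms recur in them was not tested. For the adjusted counts, 2 of 1000 sets gave 5 or more GO terms and 38 of 1000 gave 1 or more pathways. Among the other splits of the 6 ovaries into 3 and 3, some gave more GO terms at an adjusted p-value under 0.05 (6, 7, 9 and 34). The remaining splits gave fewer (0, 3 or 4), and for pathways the other splits gave 0 to 4. The adjusted counts are thus not set apart from those of other groupings of these ovaries. Loci that change together share terms, which random sets do not keep.

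The paper measured the ERα gene by qRT-PCR in HP and LP birds and reports it higher in HP (Fig. 7). In the deposited counts of the sequenced ovaries, ESR1 was at 29.1 ± 4.22 CPM in HP and 28.5 ± 4.54 in LP ovaries (SD, n = 3 in each group), with a log2 fold change of 0.03 (standard error 0.18; exact permutation test, two-sided p = 0.8). The text names no birds for the qRT-PCR of this gene. The other genes of the FOXK2 and ERα discussion had log2 fold changes of 0.26 for BRCA1 (standard error 0.20), 0.34 for BARD1 (standard error 0.17), 0.24 for NPPC (standard error 0.28) and -0.17 for NPR2 (standard error 0.10). All HP values lay above all LP values for NPPC and below them for NPR2 (exact permutation test, two-sided p = 0.1 for each), and the groups overlapped for BRCA1 and BARD1. For ACTB, the reference gene of the qRT-PCR, the log2 fold change was -0.16 (standard error 0.11), and the 3 LP ovaries lay above the 3 HP ovaries.

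In the paper's Supplementary Table 9, the largest q-value is 0.903 and 114 of 811 genes have a q-value under 0.05. In its Supplementary Table 10, 62 of 148 lncRNAs do. Of the 134 loci of these lncRNAs, 44 are also listed in Supplementary Table 9.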
